A study of Mus musculus with 6 samples. Its data were reported in "Snail and the microRNA-200 Family Act in Opposition to Regulate Epithelial-to-Mesenchymal Transition and Germ Layer Fate Restriction in Differentiating ESCs" (2011).

How the data were processed

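RNA was measured on 6 Affymetrix MOE430 2.0 arrays. The samples were A2.miR200c ES cells grown as embryoid bodies in Petri dishes, either untreated or given 500 ng/mL doxycycline on days 2 and 4, and RNA was taken on days 3, 4 and 5. Each combination of treatment and day had 1 array, so the grouping was 2 treatments by 3 days with no replicate within a day. The arrays hold no treated line without the inducible microRNAs, so on them an effect of doxycycline itself is not separated from that of the microRNAs. The paper reports that inducing another microRNA did not have the same effects, but that line is not on these arrays. The deposited values were normalized and modelled by the authors in DNA-Chip Analyzer (dChip), which gives a single model-based intensity for each probe set on a linear scale. No detection calls came with the values, and the number of arrays limits the precision.

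The table held 45037 probe sets. Of these, 34945 carried a single gene symbol, 932 carried several and 9160 carried none, and the last 2 kinds were left out of the gene comparisons. Each gene was represented by the probe set with the highest mean over the 6 arrays, which gave 18193 genes, and 6448 of the genes later tested had more than 1 probe set. Intensities were taken as log2(intensity + 50), so log2 differences and the folds derived from them are damped at low intensity. Genes were tested if their highest value on any array reached the median of all gene values, which left 9989 genes. A background level was set at the 95th percentile of the intensities of 78 olfactory, vomeronasal, trace amine and taste receptor genes, and came to 36.7.

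Tests were run in R 4.3.3 with limma 3.58.1, using lmFit and eBayes with an intensity trend, two-sided tests and Benjamini-Hochberg adjustment at 0.05 over the genes tested. Induction over days 3 to 5 was tested as induced minus untreated with day as a factor, which leaves 2 residual degrees of freedom, and limma added 3.05 prior degrees of freedom. In that fit the spread is the departure of the daily differences from a constant effect. Day 5 minus day 3 was tested in the same fit. The change of the induction effect per day was tested as treatment by linear day, with 1 residual degree of freedom. Differences within a day, and changes from day 3 to day 5 within a treatment, rest on 2 arrays each and were counted at 2-fold without a test.

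The 25 gene lists covered naive ES cell, core pluripotency, primitive ectoderm, EpiSC and anterior streak, definitive endoderm, extraembryonic endoderm, early mesoderm, blood and endothelium, cardiac, neuroectoderm, epithelial, mesenchymal, literature miR-200 target, Wnt response, BMP response, Nodal and activin response, Hox, trophoblast, feeder fibroblast, germ cell, cell cycle, p53 response, ATF4 stress response, hypoxia and glycolysis, and housekeeping genes. Lists were tested with limma's camera at a preset correlation between genes of 0.01 and again with the correlation estimated from the data. On each day a list's median difference was placed among 10000 random lists of the same size, drawn from the same 20 expression bins. Lists share members, and several hold genes that the study named from these arrays.

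The lists, comparisons, tests, alternatives and the rule for named genes were set before the data were examined. The rule named 27 genes that the study discusses, most of them for these arrays or this cell line, the 10 genes each way with the largest mean difference and the same sign on all 3 days, the 5 each way with the largest change between days 3 and 5 past the threshold, and up to 4 members of each list with the largest differences. It also allowed for 5 genes each way past the threshold for treatment by day, but none passed. Outside the rule, members that passed adjusted over their list alone are named too, and were chosen after their values were seen. Other genes outside the rule are marked where they are named.

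The tests were checked on simulated data of the same design, with 200 of the 9989 genes changed and variances drawn from the fitted prior. A 2-fold constant effect of induction was recovered for 92% of the changed genes with 14 false calls. A 2-fold change of the effect per day was recovered for 97.5% with 25 false calls, and a 2-fold change between days 3 and 5 for 70% with 4 false calls. An earlier version of this check, which took the fitted variances of these data as the true noise, gave more false calls and was replaced. With 5 of the 25 lists shifted by 1.5-fold, the preset correlation called all 5 in both list tests, with 1 unshifted list called for induction and 0 for the change per day, and 2 unshifted lists left the random range on day 5. The estimated correlation called 4 of the shifted lists for induction and 0 for the change of effect per day. A count of 0 in that last test therefore says little about shifts of this size. The check as described holds no correlation between the genes of a list. In the real data the estimate for induction was 0.638 for epithelial, 0.736 for core pluripotency and -0.106 for neuroectoderm genes, against the preset 0.01. The few false list calls therefore do not carry over to the preset test on the real lists.

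Alternatives were other pseudocounts (10 and 100), other filters, quantile normalization, the mean of a gene's probe sets or each probe set alone, other fold thresholds (1.5 and 4), other terms for day, other eBayes settings and leaving out each day. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. A planned comparison of genes with and without miR-200c or miR-141 seed sites was left out, because no annotated 3' UTR sequences were at hand. List members without a probe set of their own were not analysed here.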

Results

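The arrays recorded transcript levels in A2.miR200c cells, a mouse ES cell line that makes miR-200c and miR-141 when doxycycline is added, during differentiation as embryoid bodies. There were 3 untreated and 3 induced arrays, with 1 of each on days 3, 4 and 5. No treatment was replicated within a day, so values of single days carry no error, and an SD given with a mean difference is the spread over the 3 days. Median intensity lay between 34.51 and 36.94, and 48.8 to 50.1% of the probe sets of each array were above the background of 36.7. Across genes, the 2 arrays of a day were closest on day 3 (r = 0.997), then day 4 (r = 0.995), then day 5 (r = 0.988). The induced day 5 array was nearer to the untreated day 4 array (r = 0.990) than to the untreated day 5 array, although genes are not independent replicates.

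Hprt, the gene of a purine salvage enzyme, had a higher intensity on each induced array. It (Entrez Gene 15452) measured 234 untreated and 1671 induced on day 3, 125 and 2539 on day 4, and 102 and 2977 on day 5. The mean log2 difference was 3.60 ± 0.89 (SD, n = 3 days), the largest among genes with the same sign on all 3 days. The other 9 housekeeping genes tested had a median day 5 difference of 0.02, from -0.14 for Tbp to 0.33 for B2m.

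Whether the cultures differentiated in both treatments was asked by comparing day 5 with day 3. Genes of naive ES cells fell over this time, with 9 of 13 lower and 2 higher. Dppa2 and Dppa4, a pair of ES cell genes that share a DNA-binding domain, had log2 changes of -3.57 and -2.74 (adjusted p = 7.2e-04 for both), and Zfp42, the ES cell gene also called Rex1, fell by 1.92 (adjusted p = 0.0027). Genes of mesoderm and mesenchyme rose, with 13 of 17 early mesoderm genes and 17 of 22 mesenchymal genes past the threshold and none of either list lower. Aplnr, the apelin receptor of early mesoderm, rose by 6.46 (adjusted p = 0.0016), followed by Pmp22 (5.60), Nrp1 (5.10), the growth factor gene Igf2 (5.05) and Cyp26a1 (4.97), which encodes an enzyme that degrades retinoic acid. Aplnr and Nrp1 were below background on both arrays of day 3 and Pmp22 on the induced one, so the sizes of these changes and their order depend on the pseudocount. The largest declines were in Cbr3 (-3.94), the POU factor Pou3f1 (-3.79), Dppa2, Abcc4 (-3.53) and Utf1 (-3.39). In all, limma called 3978 genes, 2061 higher and 1917 lower on day 5. Without day 4 the count was 2440, and without day 3, where day 5 is compared with day 4, it was 229.

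**Figure D1:**
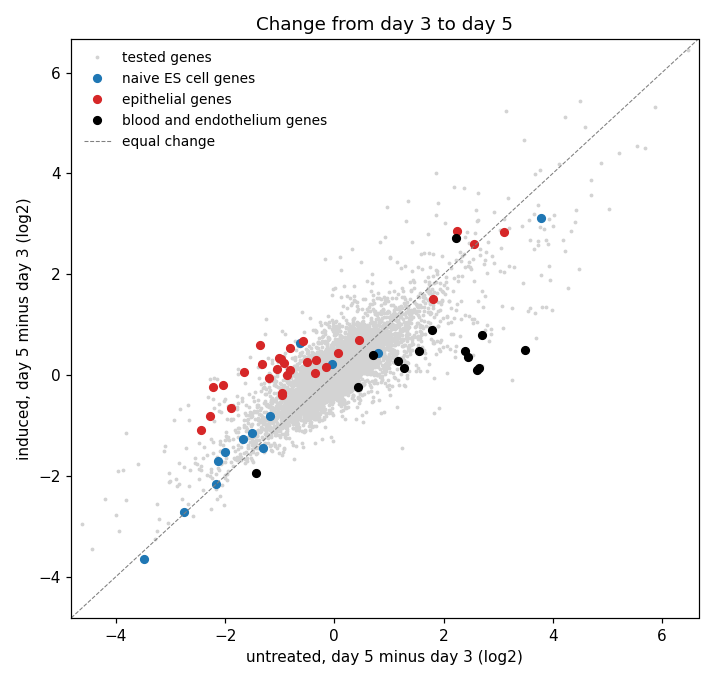
Change from day 3 to day 5 of each tested gene on the log2 scale, untreated cultures on the horizontal axis and induced cultures on the vertical axis, with naive ES cell genes in blue, epithelial genes in red and blood and endothelium genes in black, and a dashed line at equal change. The slope of induced on untreated change over all 9989 genes was 0.707.

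The change from day 3 to day 5 was then set side by side in the 2 treatments. Of the ES cell genes that the study names, Dppa2 stood at -3.49 untreated and -3.64 induced. Dppa4 stood at -2.76 and -2.72, and Zfp42 at -2.13 and -1.70, so their loss had similar size in both. The median over the 13 naive ES cell genes tested was -1.51 untreated and -1.27 induced. In that list Klf5 stood at -0.63 untreated and 0.64 induced, and Dppa5a at -2.00 and -1.52. The pluripotency factors were closer to their day 3 level under induction, with Pou5f1 at -2.21 untreated and -0.66 induced, Nanog at -2.67 and -0.59, and Sox2 at -2.27 and -1.27. Tal1, a transcription factor of blood-forming endothelium, read 389 on the untreated day 5 array and was below background on the induced one and on both arrays of day 3. Untreated cultures had 584 genes at least 2-fold higher and 478 lower on day 5, and induced cultures had 462 higher and 302 lower. Of the 1062 untreated genes, 578 (54.4%) were at least 2-fold apart in the same direction under induction and 2 in the opposite direction. Across genes r was 0.830. These are differences of 2 arrays per treatment and carry no test.

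The main question was which genes differed with induction of miR-200c and miR-141 over days 3 to 5, where an effect of doxycycline itself is included. The 10 largest differences upward with the same sign on each day, led by Hprt, held 3 members of the epithelial list. They are Ap1m2, an adaptor subunit for sorting to the basolateral membrane (1.21 ± 0.98, SD, n = 3 days), the tight junction gene Cldn7 (1.06 ± 0.92) and the membrane protease gene St14 (1.04 ± 0.81). Outside the epithelial list, Galnt3, which starts O-linked glycosylation (1.32 ± 0.96), Tmem30b (1.19 ± 0.77), Enpp3 (1.06 ± 0.999), the receptor gene Erbb3 (1.02 ± 0.99), Alox15 (1.02 ± 1.17) and Igfbp3 (1.01 ± 1.39) were higher. The lowest under induction with the same sign on each day were Hoxb2 at -1.39 ± 1.36, Ctla2a at -1.14 ± 1.64, the embryonic globin Hbb-bh1 at -1.11 ± 1.69, Foxf1 at -1.08 ± 1.44, Kdr at -1.07 ± 1.08, Nrp1 at -1.06 ± 0.89, Snai2 at -1.04 ± 1.42, Cdx2 at -1.02 ± 1.06 and Cdh11 at -1.01 ± 0.66. Cfl2, which encodes an actin-severing cofilin, had the steadiest difference of these (-0.998 ± 0.28). Hoxb2, Ctla2a, Hbb-bh1, Foxf1, Nrp1 and Cdx2 were below background on both arrays of day 3. Ctla2a, Hbb-bh1, Foxf1 and Snai2 were below it on both arrays of day 4. The sizes for all these genes therefore depend on the pseudocount. For Ctla2a, Hbb-bh1 and Foxf1 the signs of days 3 and 4 carry little weight, and the mean rests on day 5.

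None of these differences passed limma over all 9989 genes. The smallest adjusted p was 0.573, and 847 genes had an unadjusted p under 0.05, where chance alone gives 499.45. Of the 27 genes the study names, 0 passed over all genes and 0 passed adjusted over the list alone. The daily differences had the same sign on all 3 days for 33.6% of genes, against 25% by chance. The test treats growth of the effect over days as noise. With treatment by linear day added to the fit, 143 genes passed (102 higher and 41 lower, smallest adjusted p = 8.5e-04). That fit leaves only 1 residual degree of freedom, and 118 of the 143 had the same sign on all 3 days. Those 143 included Hprt, Cfl2, Galnt3, Ap1m2, Cldn6, Cldn7, Tmem30b and Enpp3, with 15 of the 29 epithelial genes. Without day 5, Hprt and Cfl2 passed (adjusted p = 0.026 for both).

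**Figure D2:**
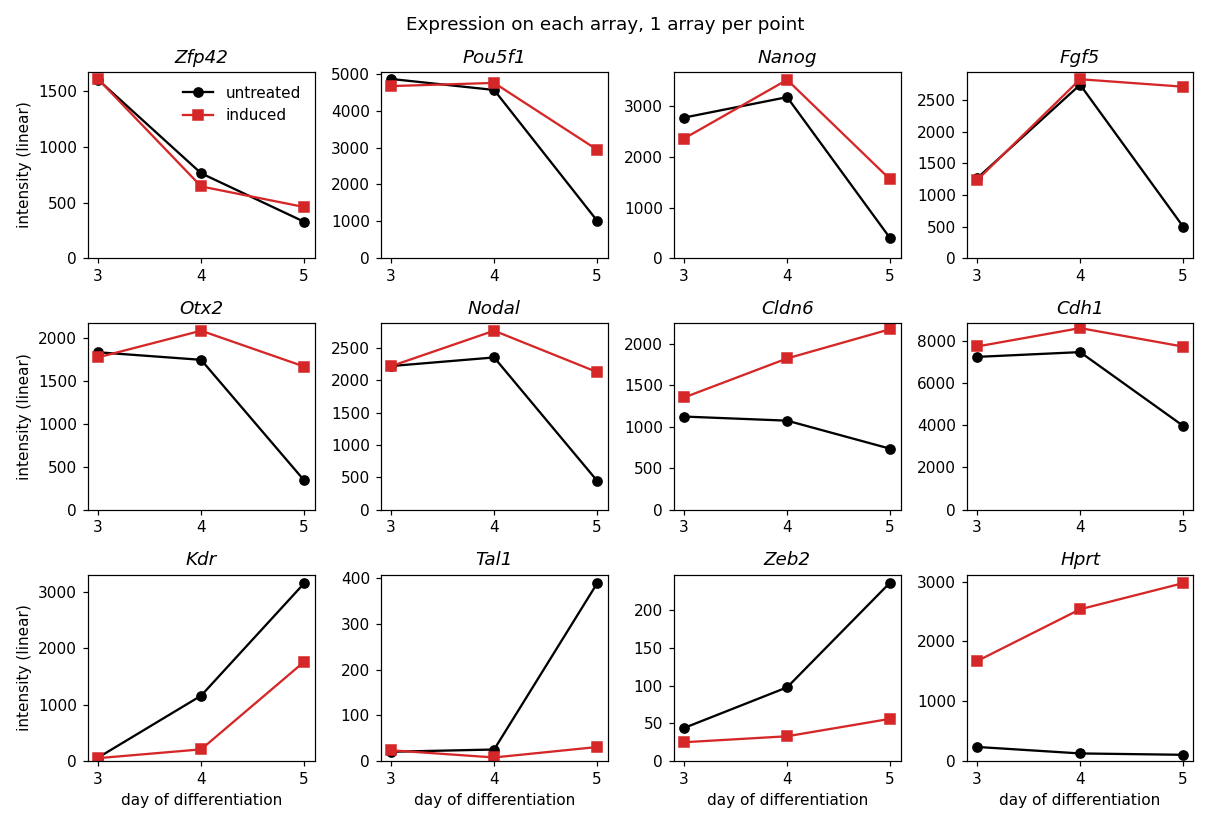
Intensity of 12 genes on days 3, 4 and 5, 1 array per point on linear axes that start at 0, untreated in black and induced in red. On day 5 the induced array read 2715 for Fgf5 and 30.4 for Tal1, against 499 and 389 untreated.

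Epithelial genes as a list were higher with induction, and all 29 tested were higher on day 5. Their median mean difference was 0.64 and 24 were higher on all 3 days. The junction genes Cldn6 (0.83 ± 0.63, SD, n = 3 days) and Epcam (0.81 ± 1.04) and the splicing regulator Esrp1 (0.87 ± 0.94) were higher, and Cdh1, which encodes E-cadherin, read 3963 untreated and 7720 induced on day 5. The list passed camera (adjusted p = 2.3e-15; adjusted p = 0.480 with an estimated correlation). Over all genes 0 members passed, and 6 rose adjusted over the list alone, namely the keratins Krt8, Krt18 and Krt19, the splicing regulator Esrp2, and the junction genes Cgn and Jup. Of its members, 2 are among the 27 genes taken from the study.

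Mesenchymal genes were lower, with 12 of 22 tested lower on all 3 days and a median mean difference of -0.42. On day 5 the collagen gene Col1a1 was 4.49-fold lower, the receptor gene Pdgfrb 4.39-fold and the transcription factor gene Snai2 6.39-fold lower. Cdh2, which encodes N-cadherin, and the fibronectin gene Fn1 were 1.99-fold and 2.25-fold lower on day 4, but 1.11-fold higher and 1.05-fold lower on day 5. Snai1 was 1.38-fold lower on day 4 and 1.20-fold higher on day 5. The list passed camera (adjusted p = 5.7e-10; adjusted p = 0.480 with an estimated correlation), with 0 members past the threshold over all genes and 0 adjusted over the list alone. Of the 27 genes taken from the study 7 are members, so its direction is not fully independent evidence.

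Genes described in the literature as miR-200 targets were lower, 18 of 22 on day 5, with a median mean difference of -0.42. The transcriptional repressors Zeb1 and Zeb2 read 403 and 237 untreated and 169 and 55.9 induced on day 5, and Zeb2 was near background on the induced arrays of days 3 and 4. Cfl2 was 1.75-fold lower on day 3, 1.83-fold on day 4 and 2.49-fold on day 5. The Notch ligand gene Jag1 went the other way on day 5, at 2.52-fold higher, and Bmi1, a Polycomb gene, was 1.32-fold lower. The list passed camera (adjusted p = 1.1e-07; adjusted p = 0.480 with an estimated correlation). Over all genes 0 members passed, and Zeb2, Sec23a, Ppm1f, Cfl2 and Cdh11 fell adjusted over the list alone. Among the members are 7 of the 27 genes taken from the study, which include Zeb1 and Zeb2.

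Most mesoderm genes were lower with induction on days 4 and 5. Kdr, the receptor also known as Flk1, read 1160 untreated and 205 induced on day 4, and 3158 and 1763 on day 5. Pdgfra was 2.57-fold lower on day 4 and 1.85-fold on day 5. Of 17 early mesoderm genes, 11 were lower on all 3 days (median -0.59), and Tbx3 was 2.82-fold lower on day 4. On day 5, 12 were lower and 5 higher, and Aplnr, at -1.54 on day 4 on the log2 scale, stood at -0.06. Blood and endothelium genes had a median of -0.51, with 13 of 14 lower on day 5. Etv2, also called Er71, read 398 untreated and 152 induced on day 5. Tal1 read 389 and 30.4, the latter near background, and Fli1 349 and 25.7. Cardiac genes had a median of -0.38, with 10 of 11 lower on day 5, among them Hand2 (5.81-fold) and Tbx20 (4.02-fold). These 3 lists passed camera (adjusted p = 4.1e-07, 3.8e-04 and 8.8e-04). With an estimated correlation the adjusted p was 0.480, 0.533 and 0.531. None of their members passed over all genes or adjusted over the list alone, and 3 early mesoderm and 2 blood and endothelium members are among the 27 genes taken from the study. Without day 5 the blood and endothelium list had an adjusted p of 0.101.

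The BMP and Wnt response lists were also lower, but whether signalling itself was lower was not tested. BMP response genes had a median of -0.50. Smad6, an inhibitor in the BMP pathway, was 3.24-fold lower on day 5, Hand1 3.25-fold and Msx2 2.35-fold. On that day 10 of the 12 BMP genes were lower. Id1 and Id4, outside the rule for names, were higher, by 0.16 and 0.73 on the log2 scale. Hand1 and Gata2 are also in the early mesoderm or the blood and endothelium list. Wnt response genes had a median of -0.40. The Wnt list was mixed on day 5, with 6 members lower and 5 higher. Cdx2, also in the early mesoderm list, was 4.60-fold lower, Lgr5 2.51-fold lower and Nkd1 1.95-fold lower, while Sp5 was 2.81-fold higher. Axin2, outside the rule for names, was higher by 0.42 on the log2 scale. Both lists passed camera (adjusted p = 5.1e-04 for BMP and 0.0030 for Wnt; adjusted p = 0.480 for both with an estimated correlation). Over all genes 0 members passed. Adjusted over the list alone, 0 BMP members and the Wnt members Lef1 and Tnfrsf19 fell. Without day 4 the Wnt list had an adjusted p of 0.052.

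Genes of pluripotency and primitive ectoderm were higher in the induced culture on day 5. Pou5f1, the gene of Oct4, read 1014 untreated and 2940 induced, Nanog 394 and 1555, and Sox2 1120 and 2190. Among primitive ectoderm genes, Fgf5 was 5.04-fold higher, Otx2 4.41-fold and Zic5 3.61-fold, while Fgf15 was 5.72-fold lower. On day 3 the same genes differed little, with Pou5f1 at -0.06, Nanog at -0.23 and Otx2 at -0.05 on the log2 scale. The median mean difference was 0.35 for core pluripotency and 0.46 for primitive ectoderm. Both lists passed camera (adjusted p = 0.0035 and 0.035; adjusted p = 0.590 and 0.533 with an estimated correlation), with 0 members past the threshold over all genes and 0 adjusted over the list alone. Each list holds 3 of the 27 genes taken from the study. Without day 5 the core pluripotency list had an adjusted p of 0.525, and without day 4 the primitive ectoderm list had 0.060.

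Cer1, Gsc and Sox17, of the EpiSC, anterior streak and endoderm lists, differed in opposite directions on days 4 and 5. Cer1, a secreted Nodal and BMP antagonist, read 913 untreated and 226 induced on day 4, but 432 and 2046 on day 5. Gsc differed by -0.58 on day 4 and by 2.20 on day 5 on the log2 scale, and Sox17, an endoderm regulator, was 2.10-fold lower and then 1.32-fold higher. On day 5 Nodal was 4.41-fold higher, its feedback inhibitor Lefty1 4.48-fold, Cldn6 2.84-fold, Foxa2 2.21-fold and Trh 3.22-fold. Of these, Nodal (0.23), Lefty1 (0.46), Cldn6 (0.74) and Trh (0.24) were higher on day 4 as well, in log2 differences. Over the 3 days the EpiSC and anterior streak list (adjusted p = 0.260), the definitive endoderm list (0.833) and the Nodal and activin response list (0.131) did not pass camera. The definitive endoderm list had a median of 0.12 and a mean of 0.10, while its test statistic pointed down. Without day 5 the EpiSC and anterior streak list was lower (adjusted p = 0.0038), and without day 4 it was higher (adjusted p = 7.0e-04). The definitive endoderm list was likewise lower without day 5 (adjusted p = 0.0024) and higher without day 4 (adjusted p = 0.043). The Nodal and activin response list was higher without day 4 (adjusted p = 0.0015). These calls are from camera at the preset correlation. With an estimated correlation over all 3 days, the adjusted p was 0.828 for EpiSC and anterior streak, 0.968 for definitive endoderm and 0.805 for Nodal and activin response.

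Naive ES cell genes did not pass camera (median -0.03, mean -0.01, test statistic upward, adjusted p = 0.925). On day 5 Klf5 was 2.36-fold higher, Dppa5a 1.43-fold higher and Tbx3 1.96-fold lower. Neuroectoderm genes passed camera downward (median -0.15; adjusted p = 0.011; adjusted p = 0.480 with an estimated correlation), and of their members Sox11 fell adjusted over the list alone. In that list Fabp7 was 1.85-fold lower on day 4, En2 1.29-fold lower on day 5 and Nes 1.75-fold higher on day 5. Without day 3 the adjusted p of the neuroectoderm list was 0.056.

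Markers of cell types that a culture of this kind could also hold did not pass over the 3 days. The adjusted p was 0.475 for extraembryonic endoderm (median 0.06), 0.093 for trophoblast (-0.15), 0.065 for feeder fibroblast (-0.23), 0.082 for Hox (-0.18) and 0.095 for germ cell genes (0.14), with only 4 trophoblast and 3 feeder genes tested. When a day was left out some passed, feeder fibroblast and germ cell without day 4 (adjusted p = 0.0093 for both), and Hox (0.036) and trophoblast (0.037) without day 5. Sox7, shared by endoderm and endothelium, was 3.72-fold lower on day 5, Cubn 1.39-fold higher, Gata3 1.24-fold lower and Kit 1.73-fold higher, while Hoxd1 and Postn read 155 and 83.2 untreated and were below background on the induced array. The adjusted p was 0.380 for cell cycle (median -0.01), 0.587 for p53 response (0.04), 0.475 for ATF4 stress response (0.04) and 0.954 for hypoxia and glycolysis genes (median 0.001, mean -0.03, test statistic upward). Cell cycle genes passed without day 3 (adjusted p = 0.034), ATF4 stress response genes without day 5 (0.014), and hypoxia and glycolysis genes without day 5 (4.4e-04) and, the other way, without day 4 (0.033). Of these, Phgdh, a serine synthesis gene in the ATF4 list, rose adjusted over the list alone (0.26 ± 0.08, SD, n = 3 days). Pmaip1, a p53 target, was 2.81-fold higher on day 5, the prolyl hydroxylase gene Egln3 2.88-fold lower, the folate enzyme gene Mthfd2 1.69-fold lower and Mki67 1.15-fold lower. Housekeeping genes had an adjusted p of 0.065 with Hprt in the list and 0.319 without it, an alternative chosen after Hprt was seen, and with Hprt the list passed without day 5 (adjusted p = 0.037).

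In all, 11 of the 25 lists passed camera for induction, 3 higher and 8 lower. With an estimated correlation 0 lists passed, the smallest adjusted p being 0.480.

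**Figure D3:**
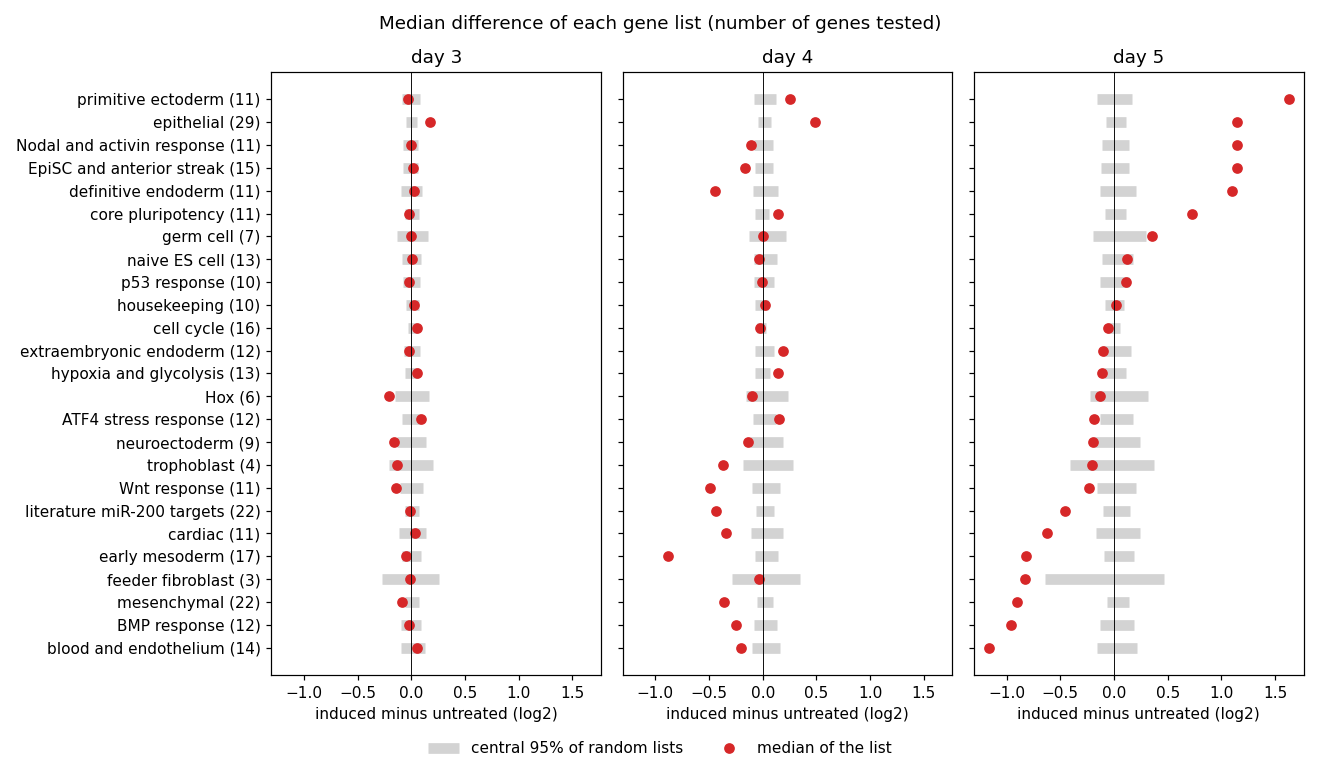
Median log2 difference, induced minus untreated, of each gene list on days 3, 4 and 5, with the central 95% of 10000 random lists in grey. Epithelial genes stood at 0.17, 0.49 and 1.15, and mesenchymal genes at -0.09, -0.36 and -0.90.

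On single days, epithelial genes stood above the range of random lists on all 3 days. Mesenchymal, Wnt response and neuroectoderm genes stood below it on all 3. With the mean of a gene's probe sets, the day 5 median of Wnt response genes turned to 0.034. Most other lists left the range on day 4 or day 5. Early mesoderm genes had a median of -0.88 on day 4 and -0.82 on day 5. Primitive ectoderm genes had 0.25 and 1.63, blood and endothelium genes -0.20 and -1.17, and definitive endoderm genes -0.44 and 1.10. Of 11 definitive endoderm genes, 9 were higher on day 5. Among these, Cer1, Gsc, Foxa2 and Otx2 are shared with the EpiSC and anterior streak or the primitive ectoderm list. Sox17 stood at 0.41, while Gata4 (-0.62) and Cxcr4 (-0.44), both outside the rule for names, were lower. Outside the central 95% of random lists were 6 of the 25 lists on day 3, 18 on day 4 and 19 on day 5. Each value compares 2 arrays, and random lists do not carry the correlation between genes of a real list, so these places are not tests.

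How the effect of induction moved with time was tested as its change per day. The effect went up by a median of 0.83 per day on the log2 scale for primitive ectoderm genes, 0.62 for EpiSC and anterior streak, 0.61 for Nodal and activin response and 0.57 for epithelial genes. It went down by a median of -0.55 per day for blood and endothelium, -0.52 for BMP response and -0.40 for mesenchymal genes. Among genes, 0 passed limma over all 9989 (smallest adjusted p = 0.105), with 1321 at an unadjusted p under 0.05. Of the 27 genes the study names, 13 passed adjusted over the list alone, which is not independent evidence since the study drew on these arrays for genes among them. They were Sox2, Cldn6, Nanog, Otx2, Zic5, Nodal, Cdh1, Pou5f1, Fgf5 and Foxa2 upward, and Tal1, Zeb1 and Zeb2 downward. Camera called 16 of the 25 lists, 7 upward and 9 downward, and 0 with an estimated correlation (smallest adjusted p = 0.540). Under 3 alternatives genes passed: 11 with a pseudocount of 100, 208 with each probe set tested on its own, and 3 with quantile normalization, which were Mest, Mt2 and Pdgfrb, the first 2 of them outside the rule for names.

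The differences on each day are given last. On day 3 the cultures were nearly alike, with Hprt at least 2-fold higher and Sbsn (-1.01), chosen after its value was seen, at least 2-fold lower. On day 4, 8 genes were higher and 49 lower, among the latter 8 of the 17 early mesoderm genes tested. Those higher were Hprt, Tmem30b, Ap1m2 and Galnt3, and, outside the rule for names, Slc40a1, Anxa1, Myo5b and 2610528J11Rik. On day 5, 196 genes were higher, including 16 of 29 epithelial, 9 of 15 EpiSC and anterior streak and 6 of 11 primitive ectoderm genes, and 149 were lower, including 9 of 14 blood and endothelium and 9 of 22 mesenchymal genes. The SD of the log2 differences over genes was 0.15 on day 3, 0.23 on day 4 and 0.39 on day 5. Across genes, differences on day 4 and day 5 had r = 0.371, those on day 3 and day 4 r = 0.192, and those on day 3 and day 5 r = 0.0993. With 1 array per treatment and day these counts have no test, and those of days 3 and 4 moved with the pseudocount, to 9 and 107 at a pseudocount of 10. With the mean of a gene's probe sets, the count fell from 57 to 34 on day 4 and from 345 to 229 on day 5.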

Values the study reported

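The study reported flow cytometry of the same cell line on day 5, where approximately 85% of untreated cells had lost SSEA1, a share that it also gave as 62 + 16%, which is a smaller sum. When miR-200c was maintained, with doxycycline started earlier than for the arrays, 36% were SSEA1 negative.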

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

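The tests of a delay and of a lower share of mesoderm cells were chosen after the day 5 differences were seen, whereas the test of day 4 signs and the counts of splits were written before their results were known.

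The effect of induction differed between days in 16 lists, by the test of treatment by linear day at the preset correlation, and in 0 with an estimated correlation (smallest adjusted p = 0.540). The median change per day was 0.33 for core pluripotency, 0.83 for primitive ectoderm, 0.62 for EpiSC and anterior streak, 0.54 for definitive endoderm, 0.57 for epithelial, 0.61 for Nodal and activin response and 0.20 for germ cell genes. It was -0.33 for early mesoderm, -0.55 for blood and endothelium, -0.36 for cardiac, -0.40 for mesenchymal, -0.21 for literature miR-200 target and -0.52 for BMP response genes. Smaller changes stood at -0.056 for cell cycle, -0.093 for ATF4 stress response and -0.063 for hypoxia and glycolysis genes. The arrays of each day can be parted in 4 ways, and 2 of these gave as many lists, with 16 for the real one and 17 for the highest other. For single genes the count of 4 splits tells nothing, as the real one gave 0 and the highest other 37, and 4 are too few for a share under 0.25.

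The largest differences between induced and untreated cultures were on day 5, which rests on 2 arrays. A delay of all genes alike stays open, and of the 345 genes at least 2-fold apart on day 5, 278 lay within the range of the untreated arrays or 0.5 log2 of it, 61 above and 6 below. The share of the untreated change from day 4 to day 5 that was undone differed by -0.43 (95% bootstrap interval -0.70 to -0.18) between naive ES cell genes (0.36) and primitive ectoderm genes (0.79), but a delay gives equal shares only to genes with 1 time course, and of their untreated change since day 3 these lists had 0.490 and 0.768 after day 4, a comparison added once the shares were known. A lower share of mesoderm cells would raise every other type alike. It would give 6 lists of other cell types the same difference only if mesoderm cells lacked their transcripts. The day 5 differences of the 6 lists were apart (permutation test on the Kruskal-Wallis statistic, p = 0.0018 over 57 genes above background, taken as independent). Medians were 1.06 (95% bootstrap interval 0.64 to 1.95) for EpiSC and anterior streak, 0.28 (-0.13 to 0.43) for naive ES cell and -0.07 (-0.20 to 0.34) for extraembryonic endoderm genes. That test was set last, after the results of earlier comparisons were seen. Expression of these genes in mesoderm cells was not measured, so unequal medians do not decide whether a lower share is enough. Extraembryonic endoderm against primitive ectoderm alone was undecided (-1.73, -1.98 to 0.17). Against core pluripotency and primitive ectoderm together, extraembryonic endoderm was lower (-0.82, -1.65 to -0.04). A difference between the 2 dishes that has nothing to do with induction cannot be told apart from it. Each treatment and day had 1 array, and the series names 6 dishes. Of the 345 genes, 79.1% had the same sign on day 4, more than independent genes would give if only the day 5 dishes differed. Genes of a culture are not independent, so agreement of 1 pair of arrays with another does not decide it. An effect of doxycycline itself was not tested on these arrays either, as they hold no line without the microRNAs. The paper reports that inducing another microRNA did not have the same effects, and proposes specificity, but these arrays hold no such line.

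Probe sets that carry no gene symbol or several were not part of the comparisons. Of 3591 above background on at least 1 array, 37 were at least 2-fold apart on day 5, with 28 higher and 9 lower under induction.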

How the results depend on the processing

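The housekeeping list without Hprt was chosen after the data were seen, and all other alternatives were planned. For each value that moved the cause was not tested, unless a reason is given beside it.

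Genes called for induction numbered 0 under all alternatives except the fit with treatment by linear day (143) and leaving out each day (0 to 2). Genes with a change of effect per day went from 0 to 11 with a pseudocount of 100, 3 with quantile normalization and 208 with each probe set on its own. Genes differing between days 3 and 5 numbered 7000 with each probe set on its own, where more features are tested, 2440 without day 4, where fewer arrays remain, and 229 without day 3 and 2926 without day 5, where other days are compared as well. More of them were higher than lower on day 5, but fewer with quantile normalization, the mean of a gene's probe sets or each probe set on its own. Lists called fell from 11 and 16 to 0 and 0 with an estimated correlation.

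Genes at least 2-fold apart on days 3, 4 and 5 numbered 29, 240 and 870 at 1.5-fold and 1, 2 and 42 at 4-fold, by construction. They numbered 1, 34 and 229 with the mean of a gene's probe sets. A pseudocount of 10 gave 9 on day 3 and 107 on day 4, a pseudocount of 100 gave 1 on day 3, and each probe set on its own gave 4 on day 3 and 88 on day 4. In the change from day 3 to day 5, the shared percentage was 50.4 with a pseudocount of 100, the slope was 0.689 with no filter and 0.726 with a filter on the mean, induced genes numbered 504 with the mean of probe sets, and each probe set on its own gave 1636 untreated and 1166 induced.

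Directions turned in 4 list results. The day 5 median of Wnt response genes was 0.034 with the mean of a gene's probe sets. Leaving out each day gave an adjusted p of 0.00237 to 0.820 for definitive endoderm (up without day 4, 0.043), 4.4e-04 to 0.575 for hypoxia and glycolysis (down without day 4, 0.033) and 7.0e-04 to 0.085 for EpiSC and anterior streak (down without day 5, 0.0038).

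The planned seed site comparison, with its 4 alternatives, was not run. Low intensities limit the folds: the damping by the pseudocount and a background of 36.7 leave genes such as Tal1 on the induced arrays without a measurable level.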

Other observations

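The interferon list and the tests on Hprt were chosen after the results were seen, whereas the tests on the targets and the counts of splits were written before theirs.

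Interferon-inducible genes, a group not among the 25 lists, were higher in the induced culture on day 5. The GTPase genes Iigp1 and Gbp2b read 91.8 and 324 untreated and 727 and 1556 induced, the transcription factor gene Irf1 899 and 2363, and the antiviral gene Oasl2 21.7 and 159, while Rsad2 was lower at 69.8 and 45.7. Because some of these genes had prompted the list, the 17 tested members not seen beforehand were taken alone. Their day 5 median was 0.77 on the log2 scale, above the central 95% of random lists (-0.10 to 0.17), and 16 of the 17 were higher. On day 3 their median was -0.07 and on day 4 it was 0.12, both within the range of random lists. All 27 tested members, with those seen beforehand, had a day 4 median of 0.147, above the random range (-0.054 to 0.112).

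The metallothionein genes Mt1 and Mt2, which bind zinc and copper, were chosen after their values were seen. On day 5 Mt1 read 492 untreated and 1338 induced, and Mt2 read 411 and 1334. On day 3 their log2 differences were 0.10 and -0.10, and on day 4 they were 0.86 and 0.78. Both genes passed limma for induction with treatment by linear day added to the fit (adjusted p = 0.016 for both).

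Hprt was higher on every induced array, by at least 2.60 on the log2 scale, and 1 other gene differed by more than 1 on day 3. A shift of array scale or of housekeeping genes together is argued against by the other 9 housekeeping genes, whose median day 5 difference was 0.021 (95% bootstrap interval -0.03 to 0.17). A wider change of the chromosome around Hprt is argued against by 11 tested neighbours, whose median mean difference was 0.0054 (-0.40 to 0.33). A candidate explanation is transcription driven from the inducible locus next to Hprt, a hypothesis that assumes such a position in this line. The smallest daily difference of Hprt, 2.60, does not test it, being part of what prompted it. Of the 2 measured genes flanking Hprt, 0 were over 1 log2 higher on each day, which goes against a rise that reaches them. Whether Hprt alone is driven from that locus was not measured.

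Literature miR-200 targets were lower over the 3 days. That they belong to mesoderm and mesenchyme, which were lower as a class, was tested on the 13 targets found in no other list. Their median mean difference was -0.29, at percentile 0 of random lists matched on level and on untreated change (central range -0.14 to 0.03), which argues against class alone. Whether the targets dropped within a day of induction stays open: their day 3 median was -0.04, at percentile 16.2 of lists matched on level, but 7 were lower and 6 higher, so the bound set for that percentile does not decide it. On each day Cfl2 (-0.81, -0.87 and -1.31), Sec23a (-0.47, -0.52 and -0.67) and Ppm1f (-0.31, -0.62 and -0.49) were lower, and a direct effect of the microRNAs may be a hypothesis for these, untested without seed sites.

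For induction over days 3 to 5, the 6 arrays make 10 splits into 3 and 3, too few for a share under 0.1. For genes the count of 10 tells nothing, since the real split gave 0 and any other gives as many, the highest 592. Splits with 592 genes keep the arrays of day 3 together and those of day 4 together, so that 1 array of day 5 stands on each side and the spread comes from days 3 and 4 alone. They therefore compare the induced with the untreated array of day 5, and are not groupings free of induction. Daily log2 differences had SD 0.39 on day 5 against 0.15 on day 3 and 0.23 on day 4. With 1 array of day 5 on each side, the count gives no support for an effect of induction. For lists, 7 of the 10 gave as many, with 11 for the real split and 16 for the highest other. Of the 3 other splits that part the arrays of each day, the highest gave 11 lists. Every split that does not part all 3 days compares induced with untreated arrays of 1 day. The share among the 10 is therefore not one of groupings free of induction.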
